A study of Mus musculus with 42 samples. Its data were reported in "Hypothalamic loss of Snord116 recapitulates the hyperphagia of Prader-Willi syndrome" (2018).

How the data were processed

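The series measured gene expression by RNA-seq in 4 hypothalamic nuclei of adult wild-type male C57/BL6 mice that were either fed ad libitum or fasted for 24 hours. The nuclei were the arcuate nucleus (ARC), the ventromedial hypothalamus (VMH), the dorsomedial hypothalamus (DMH) and the paraventricular nucleus (PVN). Tissue was cut from brain sections by laser-capture microdissection, RNA was amplified with the NuGEN Ovation chemistry, and the libraries were sequenced as single-end reads without strand information. The amount of starting RNA was small, so amplification adds noise to genes with few reads.

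According to the methods of the study, the authors mapped the reads with TopHat to the mouse genome build GRCm38 and worked with edgeR and limma, and they removed outlier samples on a multidimensional scaling plot. The values the authors deposited are RPKM (reads per kilobase of gene, scaled to the number of reads of the library), in a table of 37907 Ensembl gene IDs and 42 libraries. A count added to the reads and a batch adjustment behind these values were not stated in those methods, and were read from the table as follows. The table held 0 values equal to 0. Instead, 21975 genes had a lowest value that recurred between libraries in each of the 3 batches described next. These recurring values were shared within 3 sets of libraries of 10, 16 and 16, called batches here. The sets were found from the values, since the labels name no batch. The methods of the study state that capture and library preparation were done in 3 batches, and which library belonged to which was inferred here. The recurring value is taken as the value of a gene with no reads. Between 98.1% and 99% of the low values of a library lay a whole number of reads above it. In these units the count added by the authors was 5 reads in the mean library, and ranged from 1.46 to 14.5 reads, in proportion to depth. The depth of the libraries therefore differed 9.97-fold. For 75.4% of 20367 genes the no-read value matched the annotated exon length within 1%, which places the depth at a mean of 4.57 M reads and a range from 1.33 to 13.2 M reads. These depths rest on that match and are estimates. The median no-read value, over genes that had one, was 1.46 RPKM, so differences near or below that level were poorly resolved for a typical gene of this kind, and a fold change understates the change of a gene near it. The largest batch term of the log2 values was 7.1e-08 for the median gene, against 0.138 for the median varying gene when batches were shuffled, so the deposited values had their batch means removed. The recovery of batches and pseudocounts was tested on 8000 simulated genes, where 42 of 42 libraries were put in their true batch.

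Symbols, positions and exon lengths came from GENCODE release M21 on GRCm38, which matched 35965 of the IDs. The other 1942 IDs carry no symbol here. Of these, 4 IDs held a median of 24.1% of the summed RPKM of a library (18.7% to 34.5%). Coordinates are 1-based on GRCm38. Because the reads carry no strand, genes whose exons overlap another gene can share reads. This share of exon length was computed for each gene. The share of its 50-base stretches that recur in a transcript of another gene was computed for each gene named. A gene with a high share is reported as uncertain.

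The study fitted a generalized linear model to counts. Because the values are RPKM, limma 3.58.1 in R 4.3.3 on a log scale took its place. The tests, the fixed gene lists, the rule for naming genes and most alternatives were chosen before the data were examined. Values were transformed to log2(RPKM + 1). Genes with an RPKM of at least 1 in at least 4 of the 42 libraries were kept, which left 33579 genes. This filter is weak, since 15883 of them had a no-read value of at least 1 RPKM and 4747 sat at the no-read value in all libraries. A mean was fitted for each of the 8 groups (nucleus by nutritional state) with no covariate, and all 42 libraries shared an estimate of the spread of each gene. The methods of the study describe capture of all 4 nuclei from the sections of a brain, so the nuclei share mice. The labels do not say which libraries come from one mouse, so all libraries were treated as independent, and the tests and splits that compare or combine nuclei do not account for the sharing. The eBayes step used an intensity trend, tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes. An adjusted p under 0.1 is called past the threshold. The study counted an FDR under 0.1, an unadjusted P under 0.05, or both as significant, so its rule was wider. Every adjusted p for a gene is from limma. Fold changes are on the log2(RPKM + 1) scale with their standard errors (SE). Single comparisons also have a two-sided exact permutation test of the log2 values. Tested on 33579 simulated genes of which 200 were changed, the fit recovered 100% of 95 genes changed by 2 and 85.7% of 105 changed by 1 on the log2 scale. Of 202 calls in that contrast 8.42% were false, and 0 genes were called in the VMH and PVN, where nothing was changed. The interaction called 191 genes, of which 20 carried no simulated change (10.5%, just over the share the threshold aims at). The changed genes were drawn only from those whose mean log2(RPKM + 1) was at least that of 5 RPKM. The simulated noise was normal, independent between genes and equal in all 8 groups, without a no-read value. These rates therefore do not cover genes with few reads, spread that differs between nuclei, or correlated genes.

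The comparisons were fasted against fed mice in each nucleus, the interaction of fasting and nucleus (an F-test over the 4 responses), and the differences among nuclei in fed mice. A gene was called enriched in a nucleus when its fed mean exceeded each of the other 3 by at least 1 on the log2 scale, each past the threshold. The genes named were fixed by rule. For fasting, they were the 4 largest increases and the 4 largest decreases among genes with a symbol that passed the threshold and whose fed and fasted libraries did not overlap. For the interaction they were the 5 smallest p-values, and for enrichment the 4 genes with the largest margin. Genes of 13 fixed lists were named as well. These were the leptin-melanocortin, Prader-Willi region, glucocorticoid-induced, immediate-early, unfolded protein response, cholesterol synthesis, neuron, oligodendrocyte, astrocyte, microglia, endothelial, tanycyte and ependymal, and blood lists. They were tested with camera at an inter-gene correlation of 0.01, with fry and an estimated correlation as alternatives. Snrpn, Snurf, Snhg14, Snord116, Snord115, Ipw, Mkrn3, Peg12, Hbb-b1, Hbb-b2 and Kiss1 were not analysed here. Marker genes of the 4 nuclei were listed as well. Lists of heat shock, cold-induced, clock output and opposite-phase clock genes were added after the data were seen.

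Alternatives covered the pseudocount, the filter, the scaling, the threshold, robust and array-weighted fits, the replicate number as a block, a fit on each nucleus alone, and leaving out each library in turn. Another 6 were added after the data were seen. As a check on how often grouping alone gives such results, 100 splits of the same libraries were counted for each comparison, the real one included. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.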

Results

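Gene expression was measured in the ARC, VMH, DMH and PVN of wild-type mice under 2 nutritional states, fed ad libitum or fasted for 24 hours. There were 5 fed and 5 fasted ARC libraries, 6 and 6 VMH libraries, 5 and 4 DMH libraries, and 6 and 5 PVN libraries. The estimated depth of fed and fasted libraries did not differ beyond the spread between libraries in the ARC, VMH or PVN (two-sided exact permutation p = 0.548, 0.688 and 0.838). In the DMH it was 3.91 ± 0.863 M reads (SD, n = 5) in fed and 7.38 ± 4.0 M reads (n = 4) in fasted mice, a difference past the spread (exact permutation p = 0.0317). Depth and nutritional state were thus partly confounded in the DMH. The 3 batches were spread over the groups, except that batch 1 held 0 fasted DMH libraries. It held 1 fed DMH library, and 2 fed and 2 fasted VMH libraries. Removing batch means without regard to nucleus can therefore shift batch 1 values of genes that differ between nuclei. This can bias the DMH comparison, where batch 1 is present in fed mice only. No pair of libraries was identical, and the highest correlation of a pair was 0.981.

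The first question was whether the dissected nuclei had distinct transcriptomes. The first principal component held 14.8% of the variance, and nucleus accounted for 98.0% of its spread. The next components held 8.94% and 5.24%. In fed mice, 4172 genes differed between nuclei at an adjusted p under 0.1. Of the 15 marker genes analysed, 14 were highest in the nucleus they mark and 14 passed the threshold. The exception, Prlh (chromosome 1, 90953108 to 90954027), sat at its no-read value of 4.19 RPKM in each library, so it was not detected.

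**Figure D1:**
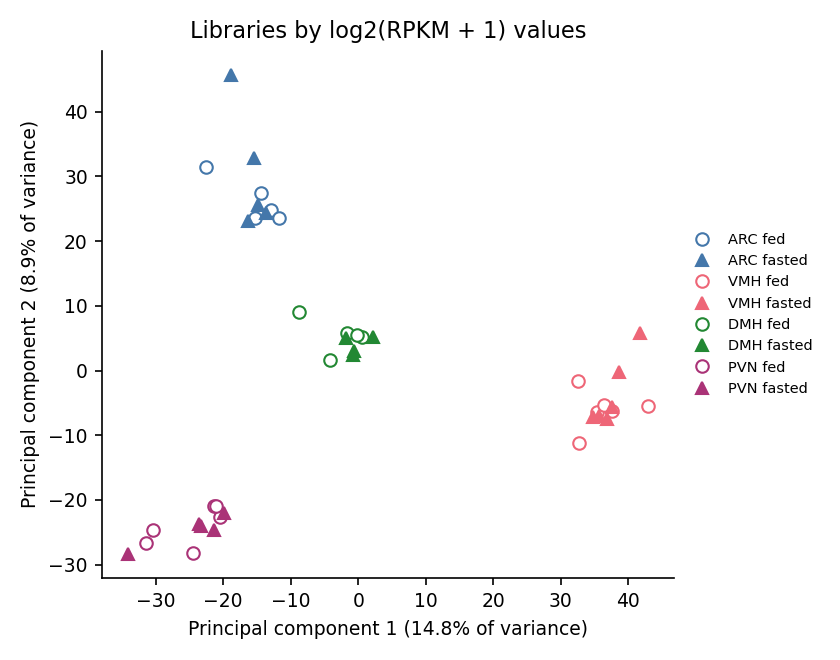
Scores of the 42 libraries on the leading principal components of log2(RPKM + 1); open circles are fed mice, filled triangles are fasted mice, and colours are nuclei. Libraries group by nucleus, which accounts for 98.0% of the spread of the first component.

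The number of genes enriched in a nucleus of fed mice was 54 in the ARC, 134 in the VMH, 24 in the DMH and 88 in the PVN. The setting that moved these counts most was a log2 difference of at least 2, with 10, 17, 6 and 13 genes. In the ARC, the largest margins were those of Crabp1, Npy, Pomc and Agrp, and Pomc (chromosome 12, 3954951 to 3960642) was at 518 ± 79.2 RPKM (SD, n = 5). In the VMH they were those of Fezf1, Nr5a1, Gpr149 and Nrgn, with Fezf1 (chromosome 6, 23245044 to 23248362) at 95.0 ± 29.8 RPKM (n = 6). In the PVN, Oxt (chromosome 2, 130576173 to 130577054) was at 4066 ± 955 RPKM and Avp (chromosome 2, 130580620 to 130582554) at 2113 ± 678 RPKM (n = 6), followed by Fezf2 and Sim1. Avp and Oxt share 14.8% and 16% of their 50-base stretches with each other, and their levels are uncertain to that extent. In the DMH the genes were Hcrt, Npvf, Pmch and Parpbp. Hcrt was at 187 ± 163 RPKM (n = 5). Neighbouring tissue in part of the DMH libraries was not excluded as a source of Hcrt and Pmch. Pmch (chromosome 10, 88091072 to 88092375) was at 420 ± 327 RPKM and Parpbp at 182 ± 198 RPKM (n = 5). The exons of Pmch overlap another gene over 58.1% of their length, so reads cannot be assigned between Pmch and Parpbp, and both values are uncertain. Without DMH-Fed library 1 the margin of Pmch was 4.10 and that of Parpbp 3.91 on the log2 scale.

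The central comparison was fasted against fed mice in each nucleus, over 33579 genes. In the ARC 19 genes passed the threshold (13 increased, 6 decreased), in the VMH 44 (24 and 20), in the DMH 8 (8 and 0) and in the PVN 24 (18 and 6). At an unadjusted p under 0.05 there were 2517, 2455, 2175 and 1857 genes, where chance gives 1679 if each gene tested can vary. Genes at their no-read value in all libraries cannot pass, so the chance value without them is lower. Over all genes tested, fed and fasted libraries did not overlap for 249, 93, 387 and 135 genes (0.742%, 0.277%, 1.15% and 0.402%), where chance gives 0.794%, 0.216%, 1.59% and 0.433%. Genes at their no-read value in all libraries, 4747 of those tested, cannot separate, and without them the shares were 0.864%, 0.323%, 1.34% and 0.468%. The counts depended on the fit, with 0, 1, 0 and 3 genes when each nucleus was fitted on its own libraries and 40, 16, 56 and 141 with array weights. Within batches, at least 18 of the 19 ARC calls, 42 of the 44 VMH calls and 23 of the 24 PVN calls kept their direction. All 8 DMH calls did so in the 2 batches with libraries of both states. The calls were made on these same libraries, so selection favours a kept direction, and it is not independent evidence. The DMH count was matched by 24 of 100 splits of the same libraries and is not larger than regrouping gives.

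In the ARC, Agrp (chromosome 8, 105566698 to 105637393) rose from 133 ± 32.9 to 409 ± 108 RPKM (SD, n = 5 and 5), a log2 change of 1.61 (SE 0.33, limma adjusted p = 0.0613), higher than the fed mean in 5 of 5 fasted libraries. Its call was lost without any of 6 of the 10 ARC libraries. Its exons overlap another gene over 11.3% of their length. Lepr (chromosome 4, 101717404 to 101815352) rose from 3.18 ± 0.321 to 9.09 ± 3.10 RPKM, a log2 change of 1.22 (SE 0.17, limma adjusted p = 0.000651). Npy (chromosome 6, 49822710 to 49829507) rose from 345 ± 65.8 to 913 ± 356 RPKM, a log2 change of 1.33 (SE 0.44), with no overlap between groups (exact permutation p = 0.00794). Its limma adjusted p was 0.464 over all genes, so it failed the threshold, and 0.0182 over the leptin-melanocortin list alone. Within batches 1, 2 and 3 its change was 1.81, 0.56 and 1.87. Pomc fell by 0.51 on the log2 scale (SE 0.30, limma adjusted p = 0.770, exact permutation p = 0.0159) and also failed the threshold. Pcsk1 and Nhlh2 did not pass it in any of the 4 nuclei. Of the 12 genes in the leptin-melanocortin list, 6 were past the threshold in the ARC when adjusted over the list alone, against 2 over all genes. In the VMH the counts were 2 and 0, in the DMH 1 and 0, and in the PVN 0 and 0.

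**Figure D2:**
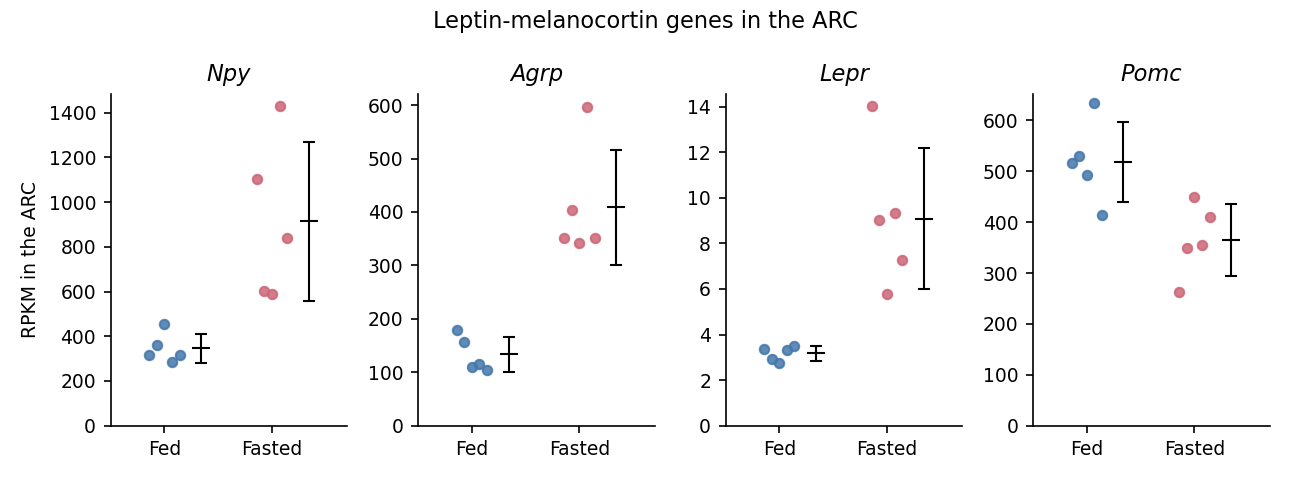
RPKM of Npy, Agrp, Lepr and Pomc in fed and fasted ARC libraries; points are libraries and bars are the mean ± SD. Agrp rose from a mean of 133 to 409 RPKM and Npy from 345 to 913 RPKM.

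Of the other ARC genes named by rule, Cdkn1a rose by 1.92 (limma adjusted p = 0.0613) and the noncoding E230001N04Rik by 1.23 (0.0547) on the log2 scale. Meltf fell by 1.37 (0.0845), Bhlhe41 by 0.87 (0.0845), Rasgrp1 by 0.85 (0.0505) and Scd2 by 0.42 (0.0737). The fed mean of Meltf was 3.99 ± 5.06 RPKM (SD, n = 5), and without ARC-Fed library 1 its change was -0.888. Of the 10 fits without 1 ARC library, the call was lost in 7 for Meltf, Bhlhe41 and Scd2, 6 for Cdkn1a, and 5 for E230001N04Rik and Rasgrp1. Bhlhe41 shares 16.4% of its 50-base stretches with another gene and is uncertain. In the VMH, Mfsd2a rose by 1.27 (0.0853), Tekt4 by 1.14 (0.0290), Mt2 by 1.10 (0.0476) and Trit1 by 1.01 (0.0576). Fabp7 fell by 1.31 (0.0555), Ell3 by 1.24 (0.0555), Aqp4 by 0.94 (0.0477) and Sptssb by 0.89 (0.0290). The fed mean of Tekt4 was 0.798 RPKM and the fasted mean of Sptssb 0.821 RPKM. At these low levels the size of the change is uncertain. Over the alternatives it ranged from 0.48 to 1.87 for Tekt4 and from -1.51 to -0.36 for Sptssb. Of the 12 fits without 1 VMH library, the call was lost in 7 for Mfsd2a, 6 for Ell3, 3 for Trit1 and Fabp7, and 1 for Aqp4. Ell3 and Mt2 overlap other genes over 65.6% and 73.5% of their exon length and are uncertain. In the DMH, Mt2 rose by 1.40 (0.0174), Mt1 by 1.23 (0.00136), Fam107a by 0.80 (0.00391) and Glul by 0.73 (0.00136), each kept without any 1 library.

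In the PVN, Fyb2 (chromosome 4, 104913456 to 105016863) rose from 0.531 ± 0.217 to 5.05 ± 2.33 RPKM (SD, n = 6 and 5), a log2 change of 1.90 (SE 0.23, limma adjusted p = 1.12e-05). Its fed level was low, and over the alternatives its change ranged from 0.83 to 3.21. Cdkn1a rose by 1.81 (0.0573), Hif3a by 1.41 (0.0374) and Adam8 by 1.30 (0.0349). Pdyn fell by 0.58 (0.0573), Fat1 by 0.56 (0.0943), Hsp90aa1 by 0.47 (0.00166) and Dnaja1 by 0.45 (0.0922). Of the 11 fits without 1 PVN library, the call was lost in 9 for Dnaja1, 8 for Fat1, 7 for Cdkn1a and Pdyn, 3 for Hif3a and 1 for Adam8. For Adam8 this was the fit without PVN-Fast library 1, where its change was 1.01 (limma adjusted p = 0.20). Hsp90aa1 shares 47.5% and Dnaja1 20.6% of its 50-base stretches with other genes, and both are uncertain.

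Of the called genes, 74 were called in 1 nucleus, 3 in 2, 5 in 3 and 0 in 4. Cdkn1a and Scd2 were called in the ARC, VMH and PVN, Fam107a and Glul in the ARC, DMH and PVN, and Mt2 in the ARC, VMH and DMH. Bcl6 and Hif3a were called in the VMH and PVN, and Hsp90aa1 in the ARC and PVN. These 8 genes changed in the same direction in all 4 nuclei. The nuclei were taken from the same mice, so agreement between nuclei is not independent replication. Across genes, which are not independent replicates, the log2 changes of 2 nuclei had a median Pearson correlation of 0.0867 (jackknife SE 0.0236) over the 6 pairs. The highest was 0.109 between ARC and VMH (Spearman 0.103) and the lowest 0.067 between DMH and PVN (Spearman 0.044). Of 100 splits, 1 matched the median, but single pairs were matched by 1 to 10, among them ARC and VMH by 6 and DMH and PVN by 7. Among genes called in either nucleus of a pair, between 68.4% and 79.7% changed in the same direction.

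**Figure D3:**
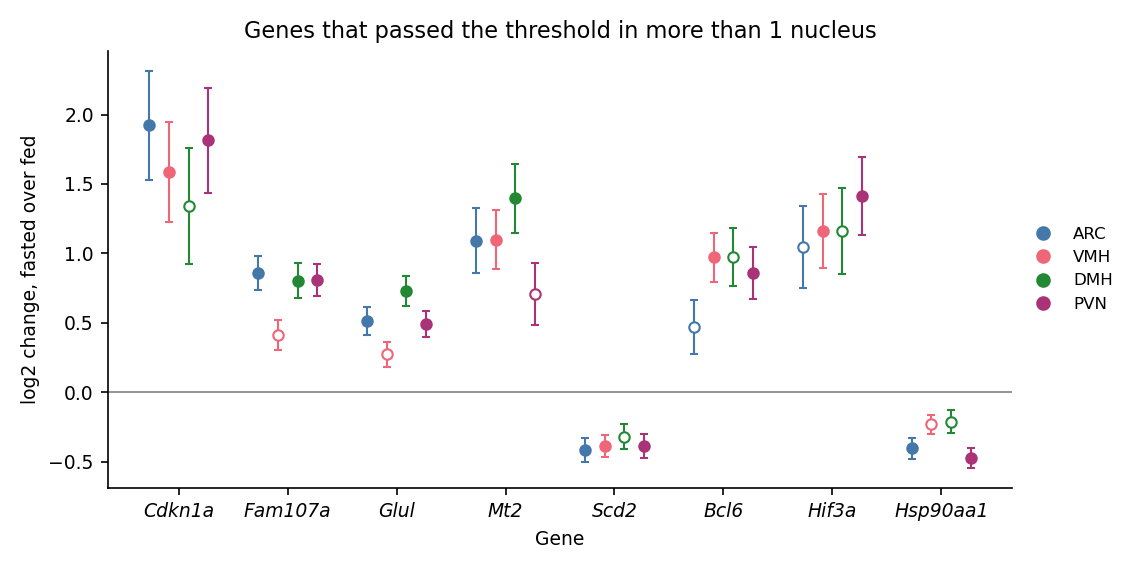
Log2 change with fasting ± SE in each nucleus for the genes called in several nuclei; filled points have a limma adjusted p under 0.1 in that nucleus. The 8 genes change in the same direction in all 4 nuclei.

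Whether the response to fasting differed between nuclei was tested directly by the interaction. It passed the threshold for 2 genes, Fyb2 and Rgs2 (limma adjusted p = 0.0151 each). At an unadjusted p under 0.05 there were 1475 genes, where chance gives 1679 if each gene tested can vary. The count of 2 genes was matched by 14 of 100 splits. Rgs2 (chromosome 1, 143999338 to 144004161) rose in the PVN from 77.9 ± 16.2 to 164 ± 12.7 RPKM (SD, n = 6 and 5), a log2 change of 1.09 (SE 0.13), and changed by -0.11 in the ARC, 0.11 in the VMH and 0.28 in the DMH. Fyb2 changed by 0.45, 0.03 and -0.13 in these nuclei. The next genes, which failed the threshold, were Ppp1r17 (0.233), Lepr (0.290) and Adam8 (0.302), so a difference in their response between nuclei is not shown. The interaction of Fyb2 was lost with a pseudocount of 0.1 (limma adjusted p = 0.167).

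**Figure D4:**
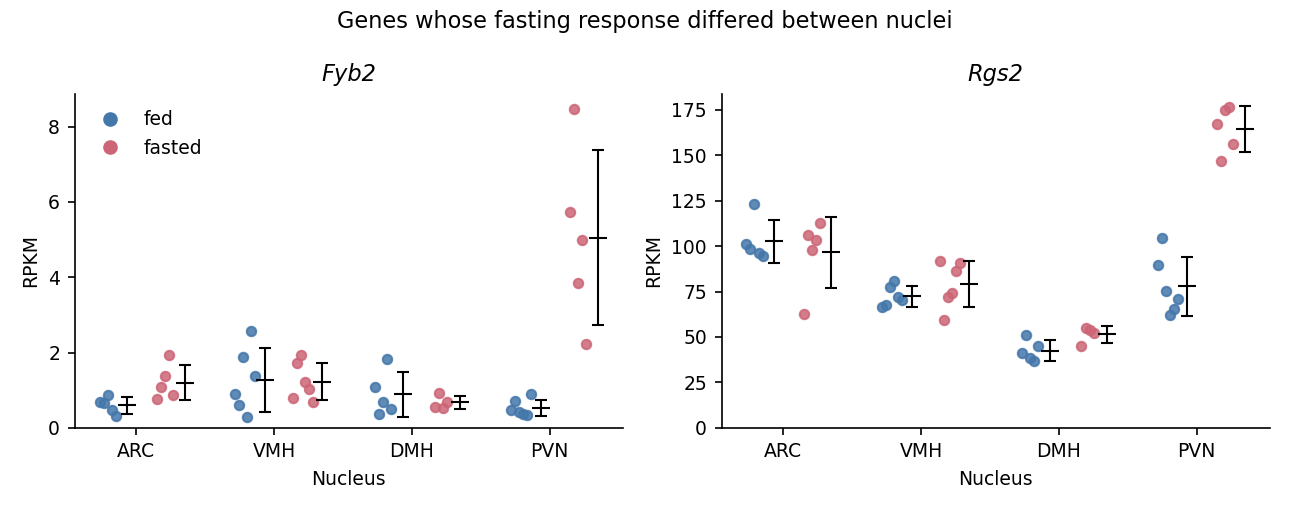
RPKM of Fyb2 and Rgs2, the genes past the threshold in the interaction test, in fed (blue) and fasted (red) libraries of each nucleus; points are libraries and bars are the mean ± SD. Rgs2 rises in the PVN from a mean of 77.9 to 164 RPKM.

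Of 52 tests of 13 gene lists in 4 nuclei, 18 passed the threshold with camera (6 up, 12 down), and 11 of these also did with both fry and an estimated correlation. Other splits of the libraries gave a median of 6 and up to 19 with camera, so part of the 18 is what regrouping gives. The 16 glucocorticoid-induced genes rose by a mean of 0.63 in the ARC, 0.45 in the VMH, 0.67 in the DMH and 0.71 in the PVN on the log2 scale (adjusted p = 2.22e-12, 4.28e-07, 2.70e-14 and 1.12e-19), and held under both. These p-values rest on the set correlation of 0.01. With the estimated correlation of 0.0582 the camera adjusted p was 2.65e-05, 0.00177, 9.45e-06 and 6.35e-07. Adjusted over the list alone, 8, 7, 8 and 11 of these genes passed, against 2, 3, 2 and 1 over all genes. The cholesterol synthesis list changed by -0.22, -0.25, -0.20 and -0.12 (adjusted p = 0.000123, 1.21e-05, 0.000398 and 0.0164), and the PVN result failed under both. The unfolded protein response list changed by -0.08, -0.26, -0.10 and -0.11, and only the VMH result (adjusted p = 1.27e-08, with an estimated correlation 0.00466) held under both. The neuron list fell in the ARC by 0.22 (adjusted p = 3.02e-05, with an estimated correlation 0.0202) and held. The microglia and immediate-early lists in the ARC (-0.26 and 0.28) and the oligodendrocyte list in the VMH (-0.29) passed with camera but failed under both. The Prader-Willi region list had 3 genes, Ube3a, Ndn and Magel2. They changed by a mean of 0.22 in the ARC (adjusted p = 0.0271) and -0.19 in the PVN (0.0306), and held. Without ARC-Fed library 3 the ARC mean was 0.17 (camera adjusted p = 0.112). The PVN result failed in 2 of 19 alternatives, with an adjusted p of up to 0.227. The leptin-melanocortin, astrocyte, endothelial, tanycyte and ependymal, and blood lists did not pass with camera in any nucleus, but the leptin-melanocortin list in the ARC, with a mean of 0.21, passed with fry (adjusted p = 0.0388; camera 0.126, with an estimated correlation 0.190). Adjusted over the list alone, 29 of 444 tests of single genes in the 11 other lists passed, against 3 over all genes.

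**Figure D5:**
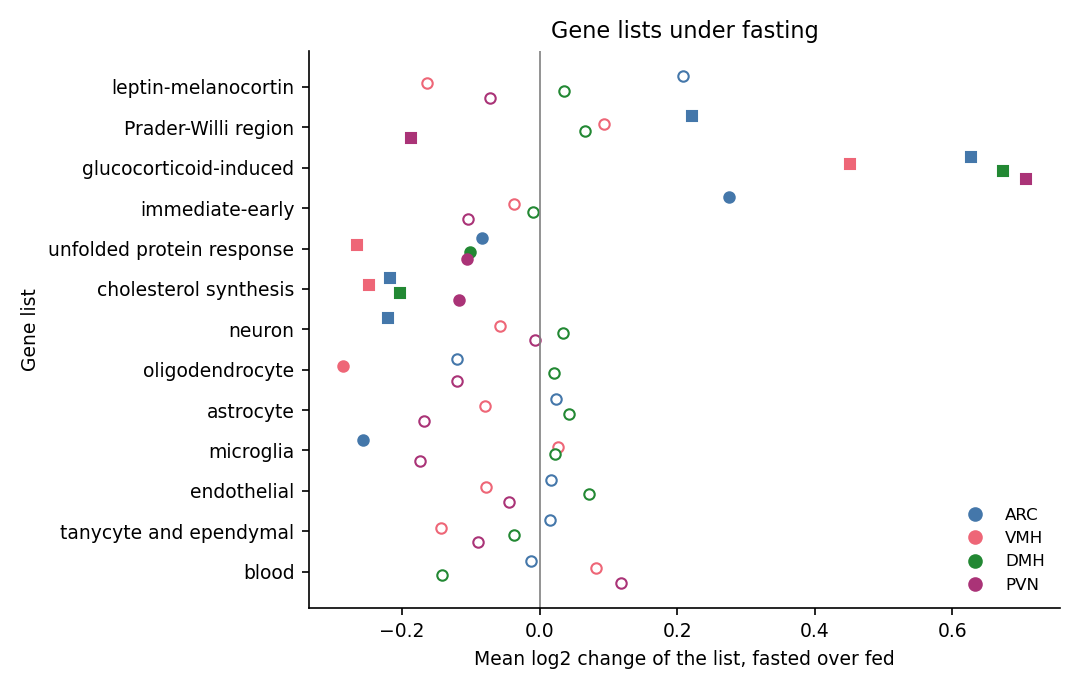
Mean log2 change with fasting of each gene list in each nucleus; filled symbols have a camera adjusted p under 0.1 and squares also pass with fry and an estimated correlation. The glucocorticoid-induced list rises in all 4 nuclei, by 0.45 to 0.71.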

Values the study reported

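The study reported that expression of Npy, Lepr and Agrp rose with fasting in the ARC of wild-type mice (FDR < 0.03). For Pomc in the ARC of wild-type mice it reported a log2 fold change of –0.52 (P < 0.03, FDR = 0.53). It reported no differences by nutritional status in Pcsk1 or Nhlh2 in any of the 4 nuclei. It reported a mean of 15.63 M sequenced reads per sample and a mean mapping rate of 88.67%, for wild-type and mutant samples together.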

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

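The tests of tissue from another nucleus, of the batch and of 1 gene of a list were chosen only after the results were seen, and the others below before.

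Fyb2 and Rgs2 responded to fasting differently between nuclei (interaction adjusted p = 0.01508 each, limma), with the rise in the PVN. Over the alternatives the adjusted p of Fyb2 ranged from 0.00294 to 0.330 and that of Rgs2 from 0.000212 to 0.647. A count of 2 such genes or more came from 14 of 100 splits of the libraries, so the number of genes is no larger than regrouping gives. Tissue of another nucleus cannot exceed its own level, yet the lowest fasted PVN library was 1.738 times the highest group mean of the other nuclei for Fyb2 and 1.428 times for Rgs2, which argues against it. This covers only the nuclei measured here, and other tissue beside the PVN was not tested. With depth as a covariate the interaction kept an adjusted p of 0.02848 for both genes. A fit with the batch as a covariate was run first and gave 0.02746 for both. Because the deposited values have batch means removed, that test was replaced, after its result was seen, by the change within each batch. The lowest of the 3 changes was 1.462 (SE 0.37) for Fyb2 and 0.7816 (SE 0.26) for Rgs2, which argues against the batch. After the trend over GC content and gene length the PVN change was 1.918 for Fyb2 and 1.1 for Rgs2, against 1.90 and 1.09 fitted. A response specific to the PVN stays open as a hypothesis that may hold for these genes, found and tested on the same libraries.

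The Prader-Willi region list (Ube3a, Ndn and Magel2) rose in the ARC and fell in the PVN. The ARC result was lost without ARC-Fed library 3, and the PVN result in 2 of 19 alternatives. The difference was -0.41 (camera adjusted p = 0.002673, fry 0.0248) and was the only one of 78 comparisons of lists between nuclei that passed with fry, while 13 passed with camera. None of the 3 genes passed the threshold alone in either nucleus. Ube3a overlaps other genes over 27.3% of its exon length, but Ndn and Magel2, which overlap none, differed by -0.4195 (SE 0.134). Without Magel2, which differed most, the mean difference of the other 2 genes was -0.3593 (SE 0.125). These values argue against overlapping reads or 1 gene as the whole cause. A list of 3 genes is small, and a biological difference between the nuclei was not tested further.

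Of 95 groups tested for a library far from the others, 7 stood out in 5 libraries, where chance gives 4.8. Of these, 2 were in the shallowest library of their group, where chance gives 1.4, too few to decide on low depth. Both were in PVN-Fast library 1 (2.95 M reads, others 3.88 to 6.62), so low depth stays open there. Tekt4 was at 1.175 RPKM in VMH-Fed library 3 (others 0.681 to 0.766), and without it the fasting change was 1.20 (limma adjusted p = 0.0393). These fed values of Tekt4 all lay under the median no-read value of 1.46 RPKM, so their difference is poorly resolved. Fam107a was at 51.2409 RPKM in DMH-Fast library 4 (others 69.1 to 70.9), and without it the change was 0.91 (0.00199). Sim1 was at 25.5333 RPKM in PVN-Fed library 3 (others 16.8 to 19.3), and without it its margin was 2.89. In PVN-Fast library 1, Adam8 was at 6.9881 RPKM (others 1.68 to 2.25) and Nhlh2 at 3.6086 (others 7.95 to 10.2). Without that library Adam8 lost its call (change 1.01, limma adjusted p = 0.20) and Nhlh2 changed by 0.31. In DMH-Fed library 1, Pmch was at 1002.63 RPKM (others 220 to 307) and Parpbp at 534.825 (others 67.3 to 107). These last 2 libraries were each the only batch 1 library of their group. The library, a batch effect limited to its group and the removal of batch means therefore cannot be told apart. Batch 1 held 1 fed and 0 fasted DMH libraries, so removing batch means can by itself raise its values of genes high in the DMH, such as Pmch. For Adam8 the batch 1 PVN-Fed libraries were at 0.315 and 0.616 RPKM. The highest batch 1 library after PVN-Fast library 1 was VMH-Fed library 2, at 2.42 RPKM. These values argue against a shift shared by batch 1 for Adam8. No biological explanation was tested for single libraries.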

How the results depend on the processing

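The alternatives without a pseudocount, with a filter on the no-read value, with batch or depth as covariates and with scaling from genes above the no-read value were chosen after seeing the data. Unless a cause is given, the cause was not tested.

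For genes changed by fasting, a pseudocount of 0.1 gave 8 in the ARC, where Agrp changed by 1.62 (limma adjusted p = 0.218), and 1 interaction gene. With no pseudocount the ARC count was 8, Agrp changed by 1.62 (0.228), and the interaction count was 1. A pseudocount of 5 gave 41 in the PVN, 6 interaction genes, 23, 58, 10 and 36 enriched genes in the ARC, VMH, DMH and PVN, and a similarity of 0.113. With a mean RPKM of at least 5, where fewer genes are tested, there were 5 in the DMH, 1 interaction gene, 26, 88, 10 and 48 enriched genes, and a similarity of 0.131. The filter on the no-read value, also with fewer genes, gave 37 in the PVN and 5 interaction genes. At an adjusted p under 0.05 the counts were 6 in the ARC, 10 in the VMH and 15 in the PVN, and Agrp (1.61, 0.0613) no longer passed. A log2 difference of at least 2 left 10, 17, 6 and 13 enriched genes.

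Array weights gave 40 in the ARC, 16 in the VMH, 56 in the DMH, 141 in the PVN and 8 interaction genes, and Pcsk1 in the PVN changed sign to 0.0732. Fitting each nucleus on its own libraries, with fewer samples for the spread, gave 0 in the ARC, 1 in the VMH, 0 in the DMH and 3 in the PVN, with Agrp at 1.61 (0.280) and Lepr at 1.22 (0.391). With batch as a covariate the VMH count was 24. With batch and no pseudocount it was 22, with 8 in the ARC and Agrp at 1.62 (0.320). With depth as a covariate the similarity was 0.116. Quantile normalization changed Pcsk1 in the PVN to 0.0245 and the split of its 24 PVN genes to 21 up and 3 down, against 18 and 6. Scaling from genes above the no-read value gave 4 in the DMH and Pcsk1 in the PVN at 0.0108. Plain median-of-ratios scaling moved almost nothing, since its factors lay within 0.991 to 1, and says nothing about stability. With an estimated correlation, 11 gene list tests passed. Testing without a filter, a robust fit and a fit on fed mice alone moved none of the counts of genes by over 1.5 times.

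The replicate number as a block gave 3 in the ARC, 0 in the VMH, 5 in the DMH and 0 interaction genes, with Agrp at 1.61 (0.408) and Pcsk1 in the PVN at 0.0034. Of 20 fed and fasted pairs with the same number and nucleus, 0 had a correlation over 0.1 (median -0.0537). Libraries of the same group had a median of -0.225, so values under 0 are usual here and that limit decides little. Fed and fasted pairs of the same nucleus and batch with other numbers had a median of -0.0545 (23 pairs). The same number thus brought no closer match, and no pairing by number was seen.

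Leaving out 1 library at a time gave from 6 (without ARC-Fast library 1) to 31 (without ARC-Fast library 2) genes in the ARC, from 16 (without VMH-Fed library 4) to 64 (without VMH-Fast library 6) in the VMH, from 6 (without DMH-Fed library 4) to 89 (without DMH-Fast library 3) in the DMH, from 11 (without PVN-Fed library 4) to 48 (without PVN-Fast library 5) in the PVN, and from 2 to 7 (without DMH-Fast library 2) for the interaction. Agrp ranged from 1.46 to 1.72 (limma adjusted p from 0.0678 to 0.150). Values near 0 changed sign for Pcsk1 in the PVN (-0.0726 to 0.0935) and VMH (-0.22 to 0.0224) and for Nhlh2 in the PVN (-0.0156 to 0.31) and VMH (-0.28 to 0.0802). Apart from the counts, the similarity and the results of Agrp, Lepr, Npy, Pomc, Pcsk1 and Nhlh2, which are given above where they changed, 1238 values of single genes and lists were compared under the other alternatives, and 136 were weaker, 9 stronger and 7 moved, and 0 reversed. Of 1850 from leaving out 1 library, 114 were weaker and 5 stronger. The depth limits genes near the no-read value, as 11254 of the 33579 genes tested had no library at 2 times that value.

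As large a count of fasting genes came from 1 of 100 splits in the ARC, 1 in the VMH, 24 in the DMH and 1 in the PVN, and for the interaction from 14. The other splits of the DMH libraries gave a median of 4 and up to 13 genes. The splits treat nuclei as independent, which they are not, since they share mice. For the gene lists it was 2 of 100 splits, with a median of 6 and up to 19 in the others, and 1 of 100 for the similarity, for the fed nuclei and for enrichment in each nucleus.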

Other observations

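The tests of DMH tissue in PVN libraries, of astrocyte or endothelial share, and the scope of the heat shock test were chosen only after the results were seen.

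The mean estimated depth of the libraries here was 4.57 M reads. That is lower than the number of reads quoted from the study above, which also covered mutant mice and samples later excluded. The estimate is the library size implied by the RPKM and the exon lengths, a different measure from reads sequenced, and the cause of the gap was not tested.

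For Npy in the ARC the limma adjusted p here was 0.464. That is higher than the value quoted from the study above. For Agrp in the ARC the limma adjusted p here was 0.0613. That is also higher than the quoted value. Over the alternatives the adjusted p ranged from 0.192 to 0.810 for Npy and from 0.000112 to 0.408 for Agrp. The spread of Npy within the ARC groups was 0.431 on the log2 scale, against 0.765 in the other groups, which argues against spread within the ARC as the reason it failed the threshold. The larger spread outside the ARC enters the shared estimate and raises the SE of Npy. In the fit on ARC libraries alone Npy also failed, but 0 genes passed there. That fit cannot decide how much of the failure the shared spread explains. ARC tissue in libraries of other nuclei may be the source of the larger spread. Outside the ARC, however, Npy did not follow Agrp, Pomc and Crabp1 (Pearson r = 0.07621, permutation p = 0.67, Spearman rho 0.155, permutation p = 0.42, adjusted 0.67 over 3 relations, 32 libraries, 0.0382 without the 2 farthest). Within batches r was -0.878, -0.0519 and 0.574 over 8, 12 and 12 libraries, so the source of the larger spread stays open.

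Glucocorticoid-induced genes rose in all 4 nuclei, which come from the same mice and are not independent. With depth as a covariate the highest adjusted p of the list was 4.058e-07, which argues against depth as the whole cause. A larger share of a cell type would raise each of its markers at least as much. At least 5 of 8 astrocyte markers in each nucleus lay under the mean of the list by over 2 standard errors, which argues against more astrocytes as the whole cause. For endothelial markers it was at least 4 of 7 in the VMH, DMH and PVN, which argues against more endothelial cells as the whole cause there. In the ARC it was 3 of 7, so their share stays open in that nucleus. These counts replaced, after it was seen, a test on the means of the 2 lists (at most 0.0718), whose genes go both ways. A difference in time of day would part clock output genes from genes of the opposite phase in each nucleus, and these parted by over 2 standard errors in 1 of 4 (gap 0.30, SE 0.14, in the ARC). There the 4 genes of the opposite phase fell by 0.40 (fry adjusted p = 0.00194), but the clock output genes went both ways, so time of day also stays open. A hormonal response to fasting was not tested, since no hormone level was analysed here.

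Hsp90aa1 and Dnaja1 fell with fasting. A list of 16 other heat shock genes, chosen after the data were seen, fell by 0.29 in the ARC and 0.42 in the PVN, past the threshold with camera and fry in both, that is in 2 of the 2 nuclei where Hsp90aa1 or Dnaja1 was called. The test had first been set over all 4 nuclei, where it passed in the ARC, VMH and PVN but not in the DMH (fry adjusted p = 0.144). Its scope was narrowed after that result was seen, so it is weak evidence. Cirbp and Rbm3, which are induced by cold, were higher in fasted mice in 8 of 8 comparisons, with 0 past the threshold alone over all genes. Both are consistent with a lower temperature in fasted mice, which may be the cause, but no temperature was analysed here.

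Ppp1r17, a DMH marker, rose in the PVN with fasting by 1.28 (limma adjusted p = 0.0345). DMH tissue would need a share of 92.1% and bring Npvf to 90.2 RPKM, but Npvf was at 1.429 RPKM in fasted PVN libraries (highest 2.53), which argues against it. Across 9 DMH libraries Parpbp followed the overlapping gene Pmch (Pearson r = 0.9777, permutation p = 0.0032, Spearman rho 0.933, permutation p = 0.0059, adjusted 0.0096, 0.908 without the 2 farthest), so its level may come from reads of Pmch. Neighbouring tissue in part of the DMH libraries would move Hcrt and Pmch together. Their Pearson r was 0.5432 (permutation p = 0.23, Spearman rho 0.167, permutation p = 0.73, adjusted 0.345, 0.427 without the 2 farthest), which 9 libraries cannot settle. The batches held 1, 4 and 4 DMH libraries, too few for a value within each.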
